A study of Mus musculus with 2 samples. Its data were reported in "TUT1-catalyzed U6 snRNA 3′-end maturation is essential for RNA splicing and stem cell survival" (2026).

How the data were processed

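The data were 2 single-cell RNA sequencing libraries of whole mouse embryos at embryonic day 9.5, 1 from wild-type embryos and 1 from embryos carrying a germline knockout of Usb1 (Usb1-null). Usb1 encodes a nuclease that trims the 3′ end of U6 small nuclear RNA. Embryos were dissociated and single cells were barcoded in droplets on the 10x Genomics Chromium platform with the 3′ chemistry, in which each captured transcript is read near its 3′ end and carries a unique molecular identifier (UMI). The number of embryos behind each library is not given in the sources used here. The labels name the extracted molecule as nuclear RNA, whereas the protocol describes a single-cell suspension.

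The authors deposited, for each library, a matrix of UMI counts per gene and barcode made with Cell Ranger 6.1.2, with no normalisation. The genome build, the annotation and whether intronic reads were counted are not given in the sources used here. Each feature list held 32285 genes. Of these, 32235 gene identifiers (99.8%) were found in the GENCODE M21 annotation of GRCm38, which was used here for chromosomes and coordinates. Every deposited barcode held at least 500 UMIs. This minimum acts unevenly, since the Usb1-null library held more UMIs per cell; whether this came from sequencing, RNA content or capture was not tested.

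Cells with 200 to 6000 detected genes and less than 30% mitochondrial UMIs were kept, following the filter stated by the study. Because there was 1 library per group, no test, standard error or number of changed genes was computed from cells. Counts are given with exact Poisson 95% intervals and shares of cells with exact Clopper-Pearson 95% intervals. Ratios are given with 95% intervals derived from the same counts. All of these intervals cover counting error only and carry no information on the variation between embryos, litters or library preparations. A fold against 0 UMIs was bounded by a floor of 3 counts per library, and a share of 0 cells by the upper end of its exact interval.

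For clustering, counts were scaled to 10000 per cell and log-transformed, and 2000 highly variable genes were chosen per library by normalised dispersion with Scanpy 1.11.5. Mitochondrial, ribosomal protein, Xist, Tsix and Y-linked genes were left out of this set. The first 30 principal components were corrected for library with the Harmony algorithm, rewritten here in NumPy 2.4.6 with 50 soft clusters, a sigma of 0.1, a theta of 2, a lambda of 1 and up to 10 iterations. A graph of 15 nearest neighbours was partitioned by the Leiden algorithm (leidenalg 0.10.2). The resolution was the value from 0.4 to 2.0, in steps of 0.2, that gave the number of clusters nearest to the 19 aimed at; this was 0.4, with 19 clusters. A cluster was called by a cell class with the suffix "-like" only from marker lists written before the data were examined. A marker counted as raised with at least 10 UMIs and a 2-fold excess, and leading genes were the 10 with the largest fold among genes with at least 50 UMIs in the cluster, with 5 CPM added. A cluster was named when 1 list had the most raised markers, at least 3, and no other list had more among the leading genes. Lists may tie among the leading genes, as genes can be in more than 1 list. This rule for names was set after the clusters were seen. The other clusters kept a number, as did cluster 9, with few UMIs and no marker among its leading genes, and cluster 5, an exception to the rule, in which craniofacial mesenchyme had 10 raised markers and neural crest 8, with 2 leading genes each. These names were rebuilt here, so a difference from the study may come from them. Doublets were called per library with Scrublet in Scanpy at an expected rate of 10%. They were kept in the main analysis and removed in an alternative.

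UMIs were summed per library, and per cluster and library, and expressed as CPM, a scale on which 1% of the summed UMIs is 10000 CPM. Log2 ratios are Usb1-null over wild-type with 1 CPM added to both values, which understates the change of low genes. Cluster sums were compared for the 17 clusters with at least 100 cells in each library, across genes with at least 50 UMIs. As a reference for counting error alone, the pooled counts of each cluster were split at random into sums of the same sizes. Neighbour mixing was the mean share of the 30 nearest neighbours of a cell that came from the other library, among 13018 cells drawn per library. The composition distance was 0.5 of the sum of the absolute differences in cluster shares.

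Gene lists were written before the data were examined. For each list, the median log2 ratio over members with at least 20 UMIs was placed among 10000 random lists of the same size matched on mean expression. This percentile describes the 2 libraries and is not a test. Genes were named by a fixed rule, among genes with at least 100 UMIs over both libraries. Part a took the 5 highest and 5 lowest whole-library log2 ratios. Part b took the 5 highest and 5 lowest medians over clusters, among genes with at least 20 UMIs in each of at least 6 clusters and the same sign in all of those. Part c took Usb1, Tut1, Xist and the 4 Y-linked genes of the sex list, and part d took the member of each list with the largest absolute log2 ratio. Genes chosen outside this rule are said to be so.

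The alternatives covered other cell filters, clustering without library correction, 0.2 and 0.8 as the resolution, 4000 variable genes, no genes left out of the variable set, doublets removed, another seed, and shares without the erythroid cluster. They also covered other minimum counts, TMM scaling by edgeR 4.0.16 (calcNormFactors, for scaling only), totals without mitochondrial, ribosomal protein and globin genes, and wild-type cluster shares applied to both libraries. Of the scalings, TMM moved the median log2 ratio of the 15031 genes with at least 100 UMIs most, by −0.02. A clustering with the erythroid list, the erythroid and neuron markers and all globin genes left out of the variable set was added after the shares had been seen, because globin genes were among the candidates and differed between the libraries. The number of genes per cell was compared after each cell had been thinned to 783 UMIs, which left out 2521 wild-type and 292 Usb1-null cells. An alternative was called moved when its value lay outside an interval around the main value. For barcodes, cluster shares, Usb1, Xist and most named genes this was the counting interval. The gene lists took an interval of the median from the order of their members, which reflects the spread among genes. The intervals of r and the standard deviation took genes as the sample size, and that of neighbour mixing took cells. Named genes without wild-type UMIs took a fixed width, and counts of shared genes a fixed factor. The interval of the composition distance took the width of a bootstrap of the cells centred on the observed distance, a choice made after the bootstrap was seen to be biased upwards. The limits that decided the explanations in the closing section were set after some of the values had been seen.

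The whole-library sums, the gene lists and the clustering were tested on simulated data. In simulated whole-library sums of 15031 genes for this comparison, with 200 genes changed, 97.5% of the changed genes were among the largest log2 ratios and 100% had the right sign. Among 200 simulated unchanged lists of 20 genes, 11.0% fell under percentile 5 or over percentile 95, and 100% of lists shifted by 0.5 on the log2 scale were over percentile 95. The noise added to each gene was below the spread between the real libraries, where log2 ratios had a standard deviation of 0.40. These recoveries are therefore easier than in the real data. In 8000 simulated cells of 12 profiles over 32285 genes, 99.4% of cells were placed in the right class after correction. The share was also 99.4% without correction. A planted composition distance of 10.35 points was found as 10.1 points after correction. No profile was made rare, so recovery of small clusters was not tested. Python 3.11.15, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and R 4.3.3 were used.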

Results

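The data are droplet-based UMI counts of single cells from dissociated mouse embryos at embryonic day 9.5. There was 1 library from wild-type embryos and 1 from Usb1-null embryos, so no difference reported here has a replicate check, and each comparison is between these 2 libraries. Intervals are 95% intervals for counting error only, unless said otherwise. The wild-type library held 15162 barcodes with 21751961 UMIs in total, and the Usb1-null library held 13034 barcodes with 33775852 UMIs. After the filter on detected genes and mitochondrial UMIs, 15161 wild-type and 13018 Usb1-null cells remained. The single wild-type barcode and the 16 Usb1-null barcodes removed all exceeded 6000 genes. The highest mitochondrial share of any barcode was 9.73% in the wild-type library and 18.4% in the Usb1-null library, below the limit of 30%. A minimum of 1000 genes moved the number of cells most, keeping 50.7% of wild-type and 89.8% of Usb1-null barcodes.

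The libraries differed in UMIs per cell. The median was 1243 UMIs and 1008 detected genes per cell in wild-type cells, against 2299.5 UMIs and 1641 genes in Usb1-null cells, a 1.85-fold difference in UMIs. With each cell thinned to 783 UMIs, the medians were 677 and 670 genes. Scrublet called 933 wild-type cells (6.15%) and 569 Usb1-null cells (4.37%) as doublets.

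The targeted gene was examined first. Usb1 (ENSMUSG00000031792) lies on chromosome 8, from 95332284 to 95347507 on the plus strand of GRCm38. The knockout removes exons 1 and 2, which in the 7-exon transcript cover 95332284 to 95332465 and 95333368 to 95333534, while the last exon lies at 95346527 to 95347507. The assay reads the 3′ end of transcripts, outside the deleted part, so the Usb1 count does not check the label of either library. Usb1 had 68 UMIs in wild-type cells (3.13 CPM) and 47 UMIs in Usb1-null cells (1.41 CPM). The ratio was 0.450 (0.303 to 0.662). Counting all deposited barcodes gave 0.439. Of the alternatives run, removing doublets moved Usb1 most, from a log2 ratio of −0.78 to −0.84 with 1 CPM added. Tut1 (ENSMUSG00000071645), which encodes the enzyme that adds uridines to U6 small nuclear RNA, had 27.4 CPM in wild-type and 30.9 CPM in Usb1-null cells, a ratio of 1.13 (1.02 to 1.25).

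The composition of the embryos was compared next. Joint clustering gave 19 clusters, of which 12 were named from their markers. The largest was a somite-like cluster with 14.8% of wild-type (14.2 to 15.4) and 14.7% of Usb1-null cells (14.1 to 15.3). Neural progenitor-like cells made up 11.97% and 12.09%, forebrain and midbrain-like cells 10.7% and 11.1%, the cells of cluster 3 8.69% and 8.80%, and surface ectoderm-like cells 8.39% and 8.43%. In 14 of the 19 clusters the difference in share was within counting error. In the other 5 it was beyond counting error, which does not include the variation between embryos.

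The primitive erythroid-like cluster showed the largest difference, with 616 wild-type cells (4.06%, 3.75 to 4.39) and 195 Usb1-null cells (1.498%, 1.30 to 1.72), a share ratio of 0.369 (0.312 to 0.434). A minimum of 1000 genes moved this difference most, from −2.57 to −0.864 points. The globin genes also differed between libraries and were not among the genes withheld from clustering. In a clustering without globin, erythroid and neuron marker genes, an alternative chosen after the shares had been seen, the erythroid shares were 3.94% and 1.44%. Neuron-like cells made up 2.19% (1.96 to 2.44) of wild-type and 1.48% (1.28 to 1.71) of Usb1-null cells, and 2.08% and 1.31% in that same clustering. Cluster 13, with markers of yolk sac endoderm and liver, made up 1.75% (1.55 to 1.97) and 2.48% (2.22 to 2.76). Ventral neural tube-like cells made up 2.06% and 2.41%, a difference of 0.354 points (0.00877 to 0.705), while the interval of the share ratio (0.999 to 1.38) included 1. The interval of this difference also included 0 with doublets removed, with another seed and with the erythroid cluster left out. It did so too in the clustering without globin, erythroid and neuron marker genes. It excluded 0 without library correction, at a resolution of 0.8, with 4000 variable genes, with a mitochondrial limit of 10% and with a minimum of 1000 genes. The cluster was not recovered at a resolution of 0.2 or with no genes left out of the variable set, so this difference is uncertain. The hepatocyte-like cluster held 64 Usb1-null cells (0.492%, 0.379 to 0.627) and 0 of 15161 wild-type cells, which allows a share of up to 0.0243% in this clustering. In the clustering without globin, erythroid and neuron marker genes, 37 wild-type cells (0.244%, 0.172 to 0.336) fell in this cluster beside 61 Usb1-null cells. It was not recovered as a separate cluster with another seed, with 4000 variable genes, with no genes left out of the variable set or with a minimum of 1000 genes.

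**Figure D1:**
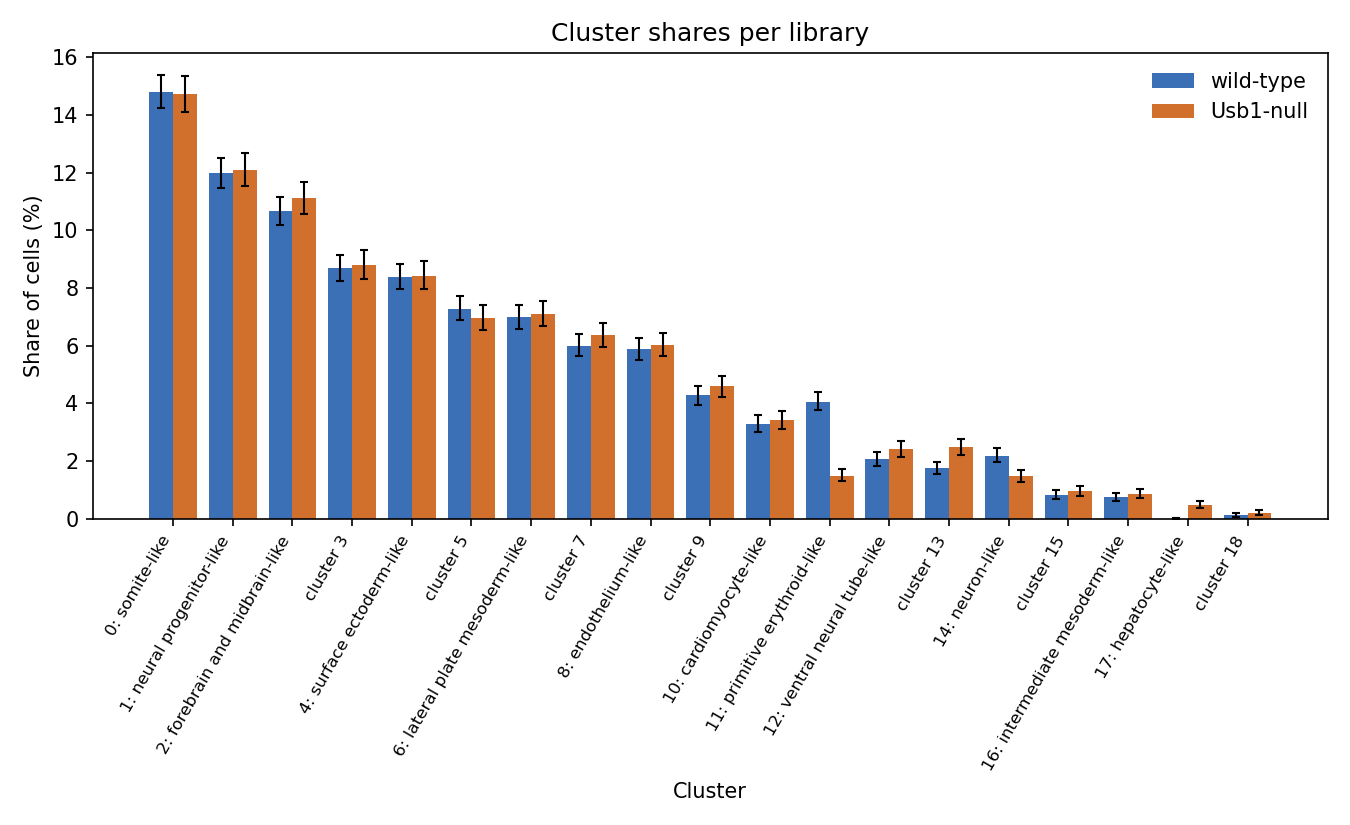
Share of cells in each of the 19 clusters (x axis) as percent of the cells of a library (y axis), for the wild-type and the Usb1-null library. Bars are the shares, error bars are exact 95% Clopper-Pearson intervals for counting error only, and the primitive erythroid-like cluster falls from 4.063% to 1.498%.

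The composition distance, which is the share of cells that would have to change cluster to make both compositions equal, was 3.67 points. Random draws of both libraries from the pooled composition had a median distance of 1.78 points from counting alone, and the central 95% of draws ended at 2.57 points. Without the erythroid cluster the distance was 2.36 points. The alternative that moved it most was the minimum of 1000 genes, with 5.62 points.

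Whether cells of the 2 libraries could be superimposed was measured by the share of neighbours from the other library, which is 50% at full mixing. After library correction, 47.8% of the 30 nearest neighbours came from the other library. Before correction the share was 28.5%, and it was 44.9% before correction when each cell had been thinned to 783 UMIs. The correction is built to mix the libraries, so the corrected share does not show by itself that the cells were alike. In simulated cells with a planted library difference, correction raised this share from 20.5% to 48.5%. By cluster, the share after correction was lowest in the hepatocyte-like cluster (5.78%) and next lowest in the primitive erythroid-like cluster (29.99%), both of which differed in cell number between the libraries.

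Gene expression within clusters was then compared across genes, which are not independent replicates. For the 17 clusters with at least 100 cells per library, Pearson's r between the summed counts of the 2 libraries had a median of 0.945 (range 0.814 to 0.969). Splitting the pooled counts at random gave a median r of 0.983, so the libraries differed by more than counting error. The standard deviation of the log2 ratios across genes had a median of 0.46, against 0.25 for the random splits. Between different clusters of the same library, the median r was 0.744 in wild-type and 0.795 in Usb1-null cells. In 12 of the 17 clusters, the r between libraries exceeded every r with another cluster of the same library. The alternative that moved the median r most was a minimum of 200 UMIs per gene, with 0.906.

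**Figure D2:**
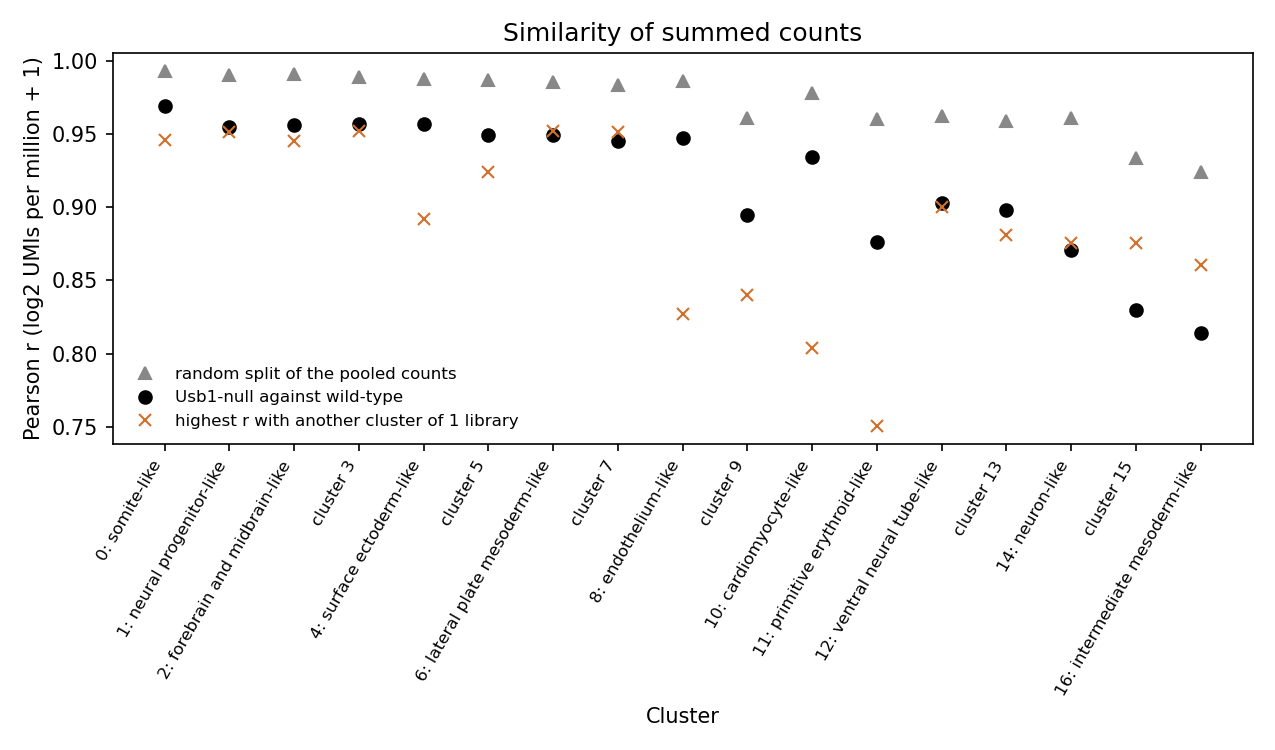
Pearson's r across genes (y axis) for the 17 clusters with at least 100 cells per library (x axis). Circles compare Usb1-null with wild-type sums, triangles compare random splits of the pooled counts, and crosses mark the highest r with another cluster of the same library; circles range from 0.814 to 0.969.

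Fixed lists of genes were compared between the libraries. The 23 counted members of a list of p53 target genes had a median log2 ratio of 0.44, at percentile 100 of the random lists, and 20 of the 23 were higher in the Usb1-null library. The 18 counted hypoxia genes had a median of 0.51, also at percentile 100, with 17 higher. The dissociation stress list had a median of 0.19 at percentile 96.5, but 0.12 at percentile 88.95 over its 13 genes with at least 100 UMIs. It was at percentile 94.7 with the mean in place of the median. With wild-type cluster shares in both libraries, its median was 0.22 at percentile 98.84. The unfolded protein response list had a median of −0.14 at percentile 6.47, the list of U6 and LSm factors −0.08 at percentile 29.8, the proliferation list −0.07 at percentile 19.3, and the posterior Hox list −0.10 at percentile 23.3. The erythroid list had a median of −1.33 at percentile 0.0, with 13 of 14 genes lower in the Usb1-null library. The alternative that moved a list most was applying the wild-type cluster shares to both libraries, which brought the erythroid list to −0.42.

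Within each list the gene with the largest change was named. Eda2r, an X-linked p53 target, rose from 7.59 to 30.5 CPM, a ratio of 4.02 (3.40 to 4.76). Bnip3 of the hypoxia list rose from 27.1 to 67.8 CPM, a ratio of 2.5 (2.28 to 2.74). Dusp1 of the dissociation stress list rose from 7.87 to 12.7 CPM. Creld2 of the unfolded protein response list was at 42.7 CPM in wild-type and 25.6 CPM in Usb1-null cells. Lsm7 was at 68.6 and 40.1 CPM, Ccnb2 of the proliferation list at 41.6 and 28.2 CPM, and Hoxb9 at 30.1 and 22.2 CPM.

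**Figure D3:**
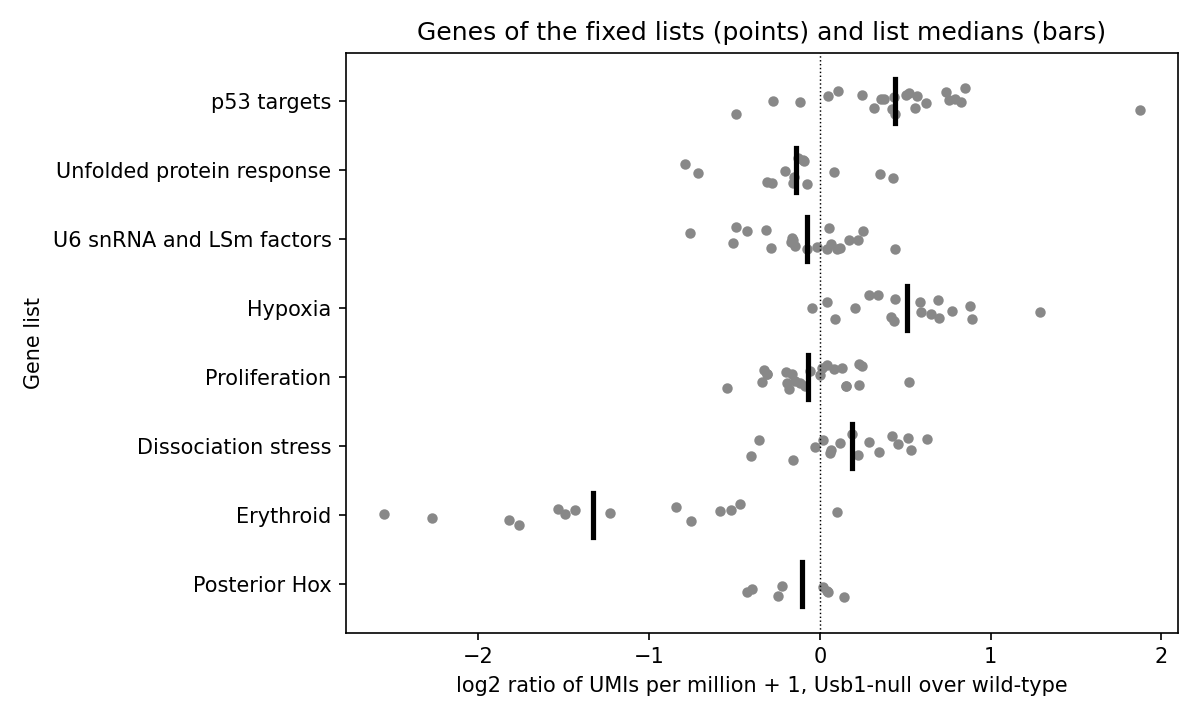
Log2 ratio of CPM + 1, Usb1-null over wild-type (x axis), for the genes of each fixed list (y axis). Points are single genes with at least 20 UMIs over both libraries and bars are list medians, which lie at 0.44 for p53 targets, 0.51 for hypoxia and −1.33 for erythroid genes.

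The genes with the largest whole-library differences were mostly sex-linked. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), the RNA that coats the inactive X chromosome of female cells, had 53276 UMIs in wild-type (2451 CPM) and 26 UMIs in Usb1-null cells (0.779 CPM), a 3148-fold difference (2148 to 4819). Tsix, which overlaps Xist on the opposite strand and is therefore uncertain, had 174.5 and 1.53 CPM. The Y-linked gene Uty (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759) had 3 UMIs in wild-type and 11796 UMIs in Usb1-null cells, a ratio of 2560 (876 to 12414). Ddx3y had 11 and 3063 UMIs, a ratio of 181 (101 to 364). Eif2s3y had 0 and 6155 UMIs and was at least 1336-fold higher in the Usb1-null library, and Kdm5d had 0 and 2449 UMIs and was at least 531-fold higher, each against the floor of 3 UMIs in the wild-type library. The median log2 ratio of the 4 Y-linked genes was 6.88 with 1 CPM added, and 9.72 with genes at 0 placed at the floor and no addition.

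A Y-linked UMI was found in 74.9% of Usb1-null cells (42.1% after thinning) and in 0.0923% of wild-type cells (0.0316% after thinning). A Xist UMI was found in 88.7% of wild-type cells (81.7% after thinning) and in 0.177% of Usb1-null cells (0.0629% after thinning). The library carrying few such cells served as the background for the other, at median depths of 1243 and 2299.5 UMIs. The sexes represented in the libraries thus differed, and sex and genotype cannot be told apart in any comparison given here.

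**Figure D4:**
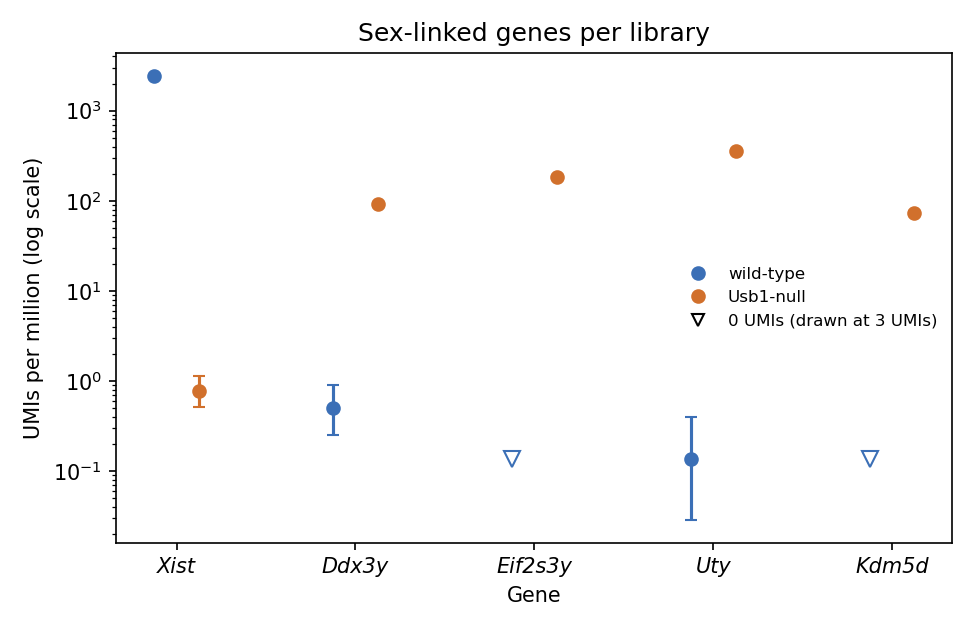
Level of Xist and 4 Y-linked genes (x axis) in CPM on a log scale (y axis) for the wild-type and the Usb1-null library. Points are the values with exact 95% Poisson intervals for counting error only, open triangles mark 0 UMIs drawn at the floor of 3 UMIs, and Xist lies at 2451 and 0.779 CPM.

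The remaining genes named by whole-library change were Alb, Hbb-y, Hba-a1 and Acp5. Alb rose from 0.966 to 40.4 CPM, and 955 of its 1349 UMIs in the Usb1-null library came from the 64 hepatocyte-like cells. Hbb-y was at 450 CPM (441 to 459) in wild-type and 75.8 CPM (72.9 to 78.8) in Usb1-null cells, and Hba-a1 at 57.4 and 11.1 CPM. Globin genes are close copies of one another and Hba-a1 shares nearly all of its sequence with Hba-a2, so their single values are uncertain. Acp5, a leading gene of the erythroid cluster, was at 21.4 and 4.04 CPM. With wild-type cluster shares in both libraries, the log2 ratio of Hbb-y moved from −2.55 to −1.40, that of Alb from 4.40 to 2.74, and 6 of the 10 genes of this part remained.

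Among genes changed with the same sign in every cluster tested, AC160336.1 and Gm47283 were named in addition. AC160336.1, a long non-coding RNA on chromosome 14 (44544055 to 44637201), rose from 8.70 to 124 CPM, a ratio of 14.2 (12.3 to 16.6), and was higher in all 17 clusters. Gm47283 is annotated on chromosome Y (90784738 to 90816464), yet it had 3250 CPM in wild-type and 959 CPM in Usb1-null cells and was lower in all 17 clusters. Since the wild-type library held 14 UMIs of the 4 Y-linked genes, its counts do not follow the Y chromosome and are uncertain.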

Values the study reported

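The study reported 14,776 wild-type and 13,034 Usb1-null cells after quality control. It kept cells with 200 to 6000 detected genes and less than 30% mitochondrial content. It described 19 cell clusters in embryos of both genotypes.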

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

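The lists of liver genes were written after the leading genes of the hepatocyte-like cluster were seen, and the tests of an adult liver source and of embryo and liver RNA in the same droplets were chosen only after the result was seen.

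Genes of the mature liver gave a signal outside the comparisons of the report. A list of 26 such genes had 1973 UMIs in the Usb1-null library and 69 UMIs in the wild-type library, which served as the control. Of the 1973 UMIs, 1419 came from the 64 hepatocyte-like cells and 554 from the other Usb1-null cells. In the hepatocyte-like cells Alb was at 8770 CPM, Mup3 at 1276 CPM and Cyp2e1 at 505 CPM, against 11.8, 1.44 and 0.481 CPM in the other Usb1-null cells.

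Cells of the liver bud of the embryo were argued against by Afp, which was at 27.6 CPM (5.68 to 80.5, from 3 UMIs) in the hepatocyte-like cells and 401 CPM (360 to 446) in the Usb1-null cells of cluster 13, where Mup3 and Cyp2e1 had 0 UMIs. Whole cells of a female animal were argued against by the Y-linked genes, whose level was 0.967 (0.759 to 1.21) of that in the other Usb1-null cells. Xist was nevertheless at 36.7 CPM (10.0 to 94.1, from 4 UMIs), against 0.661 CPM in the other Usb1-null cells, so RNA of a female animal in these droplets was not excluded.

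A candidate explanation is that these droplets held embryo RNA together with liver RNA. A list of 5 fetal genes, all of which the embryo also expresses, stayed at 0.713 (0.544 to 0.918) of its level in the other Usb1-null cells, as a mixture would leave it. An adult liver as the source could not be decided. The mature genes took 1.30% of the UMIs of these cells, 783-fold the share in the other Usb1-null cells. In a mixture this share reflects how much liver RNA entered a droplet and not its source. A low share therefore does not argue against an adult liver. Mup3 and Cyp2e1 had 0 UMIs in all wild-type cells. The hepatocyte-like cells held few UMIs, with a median of 981.5 against 2299.5 in all Usb1-null cells. Since the signal sat in 1 library, carry-over of tissue or RNA from outside the embryos and a property of the Usb1-null embryos cannot be told apart by the design.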

How the results depend on the processing

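The clustering without globin, erythroid and neuron genes was chosen only after the result was seen; the other alternatives were set before the data were examined. No paired analysis was possible because the groups share only replicate number 1, with 1 library each. For the same reason leaving out a replicate and other splits of the samples do not apply. No share, gene list or named gene beyond counting error changed sign under the alternatives run, whereas 9 clusters within counting error changed sign in at least 1 alternative.

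The Usb1 ratio lay between 0.439 and 0.445 in the 3 alternatives with other barcodes or totals. On the log2 scale with 1 CPM added, Usb1 was at −0.78, at −0.77 with wild-type cluster shares and at −0.84 with doublets removed. All of these lay within its counting interval. Of the 8 values for barcodes kept, 7 moved. All barcodes (100%) were kept in both libraries without a filter and without an upper limit on genes. A mitochondrial limit of 10% kept 99.8% of Usb1-null barcodes, and a minimum of 1000 genes kept 50.7% of wild-type and 89.8% of Usb1-null barcodes. The last filter acts unevenly because of the difference in UMIs per cell.

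Of 189 cluster share differences, 174 stayed within the counting interval of the main value and 15 moved. With a minimum of 1000 genes the difference (Usb1-null minus wild-type) was −1.40 points for somite-like, 2.78 for neural progenitor-like, −0.696 for forebrain and midbrain-like, −1.32 for cluster 5, −0.616 for endothelium-like, −0.864 for primitive erythroid-like and 0.712 for ventral neural tube-like cells. The interval for ventral neural tube-like cells, which excluded 0 in the report, included it under 4 alternatives. It excluded 0 under the others in which this cluster was recovered. Without library correction the difference was 1.07 points for neural progenitor-like, −1.09 for neuron-like cells and −0.619 for cluster 9. The neural progenitor-like cluster then held 17.5% of wild-type and 18.6% of Usb1-null cells, against 11.97% and 12.09% in the report. Cluster 7 was no longer separate, so this value is not for the same set of cells. Lowering the resolution to 0.2 gave 0.980 points for neural progenitor-like cells, again for another set of cells. That cluster then held 23.5% of wild-type and 24.4% of Usb1-null cells. Clusters 7, 9 and 15 and the ventral neural tube-like cluster were among those no longer separate. Cluster 13 had 1.08 points with no genes left out of the variable set and 1.13 points with another seed. Removing doublets gave −2.02 points for primitive erythroid-like cells. In the clustering without globin, erythroid and neuron genes the hepatocyte-like difference was 0.225 points, as 37 wild-type cells joined 61 Usb1-null cells there. The cause was not tested except for the minimum of 1000 genes, which removes more cells from the library with fewer UMIs per cell by construction. Some clusters were not recovered as separate: lateral plate mesoderm-like cells under 6 alternatives and hepatocyte-like cells under 4. Primitive erythroid-like and neuron-like cells were recovered under every alternative run.

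Of 11 alternatives for the composition distance, 3 moved: 4.48 points without library correction, 5.62 with a minimum of 1000 genes and 2.36 without the erythroid cluster. Neighbour mixing was 28.5% before correction, 48.7% with 100 neighbours and 44.9% with thinning and no correction. The median r moved to 0.906 with a minimum of 200 UMIs, 0.938 with the deeper sum thinned and 0.957 without mitochondrial, ribosomal protein, globin and sex genes. The median standard deviation moved to 0.43 with a minimum of 200 UMIs and to 0.41 without those genes.

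Of 50 gene list values, 49 stayed within the interval of the main value. The erythroid list moved to −0.42 with wild-type cluster shares in both libraries, which shows that much of its shift came from the smaller erythroid cluster. Under this alternative 6 of the 10 genes with the largest whole-library change remained. Of 114 values for named genes and counts of shared genes, 105 stayed within the interval of the main value, and 9 moved. These were this number and Alb, Hba-a1, Acp5 and Hbb-y under these shares, and Hbb-y with doublets removed, where Hbb-y was counted once for each part of the rule for named genes, 2 times under these shares and 3 times with doublets removed.

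Depth limits what can be said of rare clusters and low genes. Usb1 rested on 68 and 47 UMIs, cluster 18 on 19 and 26 cells, and in the clustering of the report the wild-type library held 0 hepatocyte-like cells, which allows up to 0.0243%.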

Other observations

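Of the tests in this part, those of mixed sexes within a library, of an effect of Usb1 loss on sex-linked genes, of the minimum of UMIs, of the cluster boundaries, of blood lost in dissection, of an earlier developmental stage, of dissociation stress, of rRNA capture and of nuclei were chosen only after the result was seen. The tests of the minimum and of the boundaries took the place of others whose outcome followed from the difference in UMIs per cell or depended on marker level per cell or on marker genes that other cells express, and the list of genes linked to ribosomal RNA was written after these were seen among the most abundant genes. The others were written down before the value that decides them was known. Apart from the genotype, which differs between the libraries together with sex, embryo and library preparation, the design gives no biological group to test.

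The stated filter left 15161 wild-type cells here, of 15162 barcodes. That is higher than the number quoted from the study above. It left 13018 Usb1-null cells, of 13034 barcodes. That is slightly lower than the number quoted from the study, which equals the number of Usb1-null barcodes before filtering.

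The sex-linked genes separated the libraries. A mixture of sexes in either library was argued against by the cells carrying genes of the other sex, which made up at most 0.177% of a library. Loss of Usb1 as the cause was argued against by the Y-linked genes, with 14 UMIs in wild-type cells, since loss of a gene product cannot add a Y chromosome. Female wild-type and male Usb1-null embryos are a candidate explanation: 5 X-linked genes that escape X inactivation had a median log2 ratio of −0.33, all 5 lower in the Usb1-null library, against 0.01 for 499 other X-linked genes. A swap of labels between libraries was not tested, because the Usb1 count cannot check them.

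Fewer erythroid cells were found in the Usb1-null library. The effect of the minimum of 500 UMIs could not be measured, since every barcode held at least that number. Among the cells above it, wild-type erythroid cells lay nearer to it, with a median of 841.5 UMIs against 1742 in the Usb1-null library. A loss at this minimum would thus lower the wild-type share more, which argues against it as the cause of the deficit. An equal minimum of 1000 genes likewise removes more of the wild-type erythroid cells. This moves the share ratio towards 1 through depth alone. Under that minimum the ratio was still below 1, at 0.587 (0.466 to 0.740), against 0.369 in the report. Doublets were argued against by a ratio of 0.402 (0.336 to 0.480) after their removal. A cluster boundary as the whole cause was argued against by the erythroid genes outside the cluster. Globin genes were lower there in the Usb1-null library (67.3 against 291 CPM), and if all UMIs of 8 other erythroid genes above the wild-type level there came from misplaced cells with the marker level of the cluster, the ratio would be 0.587 (0.350 to 0.864). Misplaced cells with fewer marker UMIs, or a part of the deficit, stay open. Blood lost in dissection cannot be told apart from a true deficit: the ratio of Hbb-bh1 to Hbb-y within the cluster was higher by 0.98 on the log2 scale, but loss of blood and a shift in maturity may occur together.

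The globin profile within the erythroid cluster differed between the libraries. The log2 ratio of Hbb-bh1 to Hbb-y was higher by 0.98 (0.82 to 1.14) in the Usb1-null library. Free RNA as the whole cause was argued against by the upper 25% of erythroid cells by globin share, in which the log2 ratio of Hbb-bh1 to Hbb-y was still higher by 0.79 (0.56 to 1.02), although the shift was larger outside the cluster, at 1.88. In the alpha globins, Hba-a1 and Hba-a2 against Hba-x had a log2 ratio of −0.52 (−0.72 to −0.32), in the direction that younger erythroid cells would give. The hypothesis that Usb1-null erythroid cells were less mature is therefore consistent with both globin families, but close copies among globins and a difference in the stage of the embryos stay open.

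Neuron-like cells were also fewer. A cluster boundary as the whole cause was argued against by the neuron markers outside the cluster, which did not exceed the wild-type level (310 against 333 CPM) and so added no cells to the share ratio of 0.677 (0.564 to 0.834). Misplaced cells with fewer marker UMIs stay open. An earlier developmental stage of the Usb1-null embryos might link this to the globin profile. The study described Usb1-null embryos of this day as much smaller than wild-type ones. It proposed that defects in extra-embryonic tissues may stunt their development. Size alone does not settle the stage. The posterior Hox list, with a median log2 ratio of −0.10 over 8 members that went both ways, does not decide it either. Over its 6 members with at least 100 UMIs the median was −0.23 at percentile 9.92, and the mean of all 8 was at percentile 12.7, in the direction of an earlier stage but within the random lists.

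The p53 target list was higher in the Usb1-null library. Gene length was argued against by random lists matched on gene span as well as expression, among which the list was at percentile 100. Cell composition was argued against by a median of 0.49 with wild-type cluster shares in both libraries. A change in 1 cell class was argued against by a median above 0 in 15 of 17 clusters, with a range of −0.01 to 1.26. Dosage of X-linked members was argued against by a median of 0.44 without them. Dissociation stress could not be decided. Its list had a median of 0.19. The interval of this median, taken over its genes (0.02 to 0.42), overlaps that of the p53 list (0.32 to 0.62). Btg2 is in both lists. Whether Usb1 loss raised these genes is a hypothesis, since sex, embryo and library preparation differ in the same way.

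The hypoxia list behaved alike. It was at percentile 100 when gene span was matched, had a median of 0.50 with wild-type cluster shares in both libraries, and was above 0 in 17 of 17 clusters, with a range of 0.07 to 0.67. These values argue against gene length, composition and a single cell class. A lower oxygen supply to the Usb1-null embryos, perhaps with fewer erythroid cells, is a hypothesis that was not tested, and handling time before dissociation stays open.

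Genes linked to ribosomal RNA took 0.633% of wild-type and 2.35% of Usb1-null UMIs, summed over Gm42418, AY036118, Gm26917 and Cmss1. Their counts are uncertain because they overlap or resemble ribosomal RNA genes. The log2 ratio was alike in all 17 clusters, from 1.73 to 2.21, although Gm26917 alone rose less over the whole library, by 0.49, as a library-wide difference in rRNA capture would give; a change in ribosomal RNA in every cell type stays open.

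Cells of the 2 libraries lay apart before library correction. The difference in UMIs per cell, whose origin was not tested, is a candidate explanation. Thinning each cell to 783 UMIs raised the share of neighbours from the other library from 28.5% to 44.9% without any correction. Thinning also removes UMIs that could separate cells for any other reason, and no control thinned to unequal depths was run. The rise therefore does not decide the cause.

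Both libraries held few mitochondrial UMIs, with 0.435% in wild-type and 0.191% in Usb1-null cells. Ribosomal protein genes took 2.68% and 1.90% of UMIs, and Malat1, a nuclear RNA, ranked 1 and 2 among all genes. These values are consistent with nuclei in place of whole cells, as the molecule named in the labels would have it, while the protocol describes whole cells.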
